A study of Mus musculus with 48 samples. Its data were reported in "Reversible dysregulation of renal circadian rhythm in lupus nephritis" (2021).

How the data were processed

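RNA from PBS-perfused kidneys of NZB/W F1 mice was measured on 48 Illumina MouseRef-8 v2.0 arrays with 1 colour. Per the labels, young mice were 12 weeks old when kidneys were taken, and nephritic mice were taken 2 to 3 weeks after proteinuria passed 300 mg/dl and before blood urea nitrogen passed 25 mg/dl. Each mouse was harvested at 1 of 6 Zeitgeber times (ZT), 4 h apart, with ZT0 at lights on and ZT12 at lights off. Groups were taken from the source names in the labels, since the time field of the labels was cut off at 1 digit for the later times. Replicates were numbered in the order in which the arrays were listed.

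The authors scanned the chips and extracted 1 signal and 1 detection p-value per probe with GenomeStudio, whose version was not stated. The deposited signal intensity was on a linear scale, had not been normalized between arrays (median 98.1 to 117.9 per array) and held 0 values under 1. Although the methods of the study describe background subtraction, the deposited signals had not been background-subtracted. The deposited detection p-value compares each probe with the negative control beads of its array. The authors also deposited a processed intensity table. Its values had been quantile-normalized on a linear scale (median 106.8 to 106.9 per array, rank correlation with the signals of the same array 1), whereas the methods describe log2 values scaled to an equal median. That table was used as an alternative only.

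Signals were background-corrected by normexp with an offset of 16, with the background estimated from the detection p-values, then quantile-normalized and log2-transformed (neqc in limma 3.58.1, R 4.3.3). Of 25697 probes, 23978 had 1 gene symbol, 0 had several and 1719 had none. The gene identifiers of 23962 probes matched the gene table of the mouse genome, which changed 0 symbols. Probes detected (p under 0.05) on at least 3 arrays were kept, which left 16980 probes. Each gene was represented by its probe with the highest mean over all 48 arrays, which gave 11559 tested genes. Other probes of a gene passed the test in the opposite direction for 395 genes. The number of detected probes per array ranged from 12706 to 14077. For arrays, the number of replicates and the signal over background limit the precision. The highest correlation between any pair of arrays was 0.996, and 0 pairs held identical values. A gene below background on every array of a diagnosis was given as a bound, from the lowest signal among detected probes. Folds of genes detected on only a few arrays of a diagnosis are not bounds and rest on values near background.

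Time courses were tested separately in the 26 young and 22 nephritic arrays by limma's moderated F-test of equal means over the 6 times (5 degrees of freedom). Nephritic kidneys were compared with young kidneys by limma as the mean over the 6 times of the difference at each time, from a fit of 12 group means to all 48 arrays. The same fit gave the time by disease interaction (5 degrees of freedom). Rhythm changes of clock genes were tested by a cosinor model with a period of 24 h (2 degrees of freedom) in limma. Values given with ± for a difference or an amplitude are standard errors from these fits, and those for a group mean are SD. All p-values were adjusted by the Benjamini-Hochberg procedure over the genes tested unless stated, with a threshold of 0.05. Amplitudes of genes chosen for their rhythm are inflated in the arrays they were chosen on. A projected amplitude ratio was therefore computed: genes and phases were taken from a random part of the young arrays (2 equal parts per time), and a 24 h cosine at that phase was fitted to the remaining young arrays and to the nephritic arrays, over 100 splits. Overlaps of gene lists were tested by 1-sided exact hypergeometric tests. Genes are not independent samples, so those p-values describe the lists.

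A total of 30 gene lists was written before the data were examined, of which 29 had at least 5 tested genes. They covered the core clock, clock output and glucocorticoid response, fatty acid metabolism, glycolysis with gluconeogenesis and the pentose phosphate pathway, mitochondrial respiration, ion and water transport, interferon response, complement, chemokines, tubular injury, matrix, antigen presentation, proliferation and heat shock. Markers covered myeloid, T, B and plasma cells, neutrophils, podocytes, proximal tubule, thick limb and distal tubule, collecting duct, endothelium, fibroblasts and mural cells, adrenal gland, fat, red cells, and pancreas and liver. Another 2 lists held the blood pressure genes and the metabolic genes that the study names. Shifts of lists were tested with camera at a preset correlation of 0.01 and, as an alternative, with an estimated correlation. The named genes were also set by a rule before the data were examined: all tested members of the core clock list and of both lists named by the study, the 10 genes with the largest range over times in each diagnosis, the 10 with the largest difference in each direction, the 10 with the smallest interaction p, and up to 4 members with the smallest p of each other list. The comparisons, tests and most alternatives were fixed at the same time. The p-values of single genes measure the spread between samples, each from a different mouse. Hypergeometric tests compare counts of genes, and camera compares the genes of a list with the other genes.

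Alternatives changed the normalization, the filter, the probe rule, the test (cosinor, a rank-based umbrella test in the manner of RAIN with 100000 permutations, plain ANOVA, array weights, a shared spread), the arrays used (a second array set at ZT12, each replicate left out in turn, the young arrays thinned to the nephritic numbers) and the covariates (array set, mean of myeloid markers). Chosen after seeing the data were the title code of each array as a random block, the removal of 2 nephritic ZT12 arrays, a permutation test of the list scores, and the removal of, or a covariate for, 8 nephritic arrays that stood apart. RAIN itself was not available. The arrayWeights fit warned that it did not reach its convergence tolerance.

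The time, level, interaction, cosinor, umbrella and camera tests and the amplitude ratio were run on simulated data with the 11559 genes. For the tests, 200 genes were given a known rhythm and 200 others a known difference in level. The simulated values were already normalized, so the processing was not tested. Neither were the random block, the covariates or a set of arrays that stands apart. The rhythms had cosine amplitudes of 0.5 and 1 log2 in young kidneys and were reduced to a ratio of 0.5 in nephritic kidneys. In young kidneys the time test recovered 99% and 99%, with 12 unchanged genes called. In nephritic kidneys, at the reduced amplitudes, it recovered 6% and 56%, with 2 unchanged genes called. The 2 diagnoses were thus not tested at the same amplitude. At differences in level of 0.5 and 1 log2, the comparison of nephritic with young kidneys recovered 93% and 100%, with 24 unchanged genes called. For the reduction of the rhythms, the interaction test recovered 3% and 62% (19 unchanged genes called) and the change of the cosinor rhythm 17% and 70% (12 called). At the full amplitudes, the umbrella test in young kidneys recovered 96% and 98% (9 called). Of 28 unshifted lists of randomly drawn genes, 0 were called. The noise was independent between genes, so this does not test lists whose genes vary together, as the real ones do. A given projected amplitude ratio of 0.5 was returned as 0.509 for rhythms of 1 size, 0.518 for a smooth spread of sizes and 0.441 for rhythms of 2 separate sizes, and a ratio of 1 as 0.985, 1.01 and 0.960.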

Results

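The data held 1 gene expression profile per kidney from 48 NZB/W F1 mice, a cross that develops lupus nephritis with age. Young kidneys, taken before disease, were measured on 4 arrays each at ZT0, ZT4, ZT8, ZT16 and ZT20 and on 6 arrays at ZT12. Nephritic kidneys were measured on 3 arrays each at ZT0, ZT4, ZT16 and ZT20 and on 5 arrays each at ZT8 and ZT12. The median signal per array was 98.1 to 117.9, and 12706 to 14077 probes were detected per array. Nephritic arrays varied more within groups: the median residual SD of a gene around its group mean was 0.164 log2 in young and 0.263 log2 in nephritic kidneys, and the median over genes of the ratio was 1.62. At ZT16 and at ZT20 the nephritic spread includes 1 of 3 arrays that stood apart, as described below. Differences between mice were therefore not separated from those between arrays. The nephritic mice were also older than the young mice, so each comparison of the 2 diagnoses is one of age as well.

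Of the 22 nephritic arrays, 8 stood apart from the other 14: all 3 at ZT0, all 3 at ZT4, replicate 3 of ZT16 and replicate 3 of ZT20. Pabpc1, which encodes a poly(A) binding protein (GRCm38 chromosome 15, 36595658 to 36609581), lay between 5.94 and 6.69 log2 on those arrays, between 8.20 and 9.51 on the other nephritic arrays and between 8.52 and 9.37 on the young arrays. By the mean of these 8 arrays minus that of the other 14, 401 genes were at least 2-fold lower on them and 14 at least 2-fold higher. This difference, also used below unless stated otherwise, is not matched for time. Within ZT16 and ZT20, which held both kinds, 533 genes were lower and 41 higher in limma. Fewer probes were detected on them (12706 to 13514) than on the other nephritic arrays (13250 to 14077). Since they made up every nephritic array of 2 times, the main counts on nephritic kidneys are also given without them or with a covariate for them. Without them, the level and interaction comparisons covered ZT8, ZT12, ZT16 and ZT20 only, so the young arrays of ZT0 and ZT4 were left out too. In fits of group means the covariate was estimated from ZT16 and ZT20 alone, where 1 of 3 nephritic arrays stood apart at each. It was then applied to ZT0 and ZT4, which lowers precision. No matched control was run for the covariate or for those comparisons, so lost calls may reflect fewer times or less precision.

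**Figure D1:**
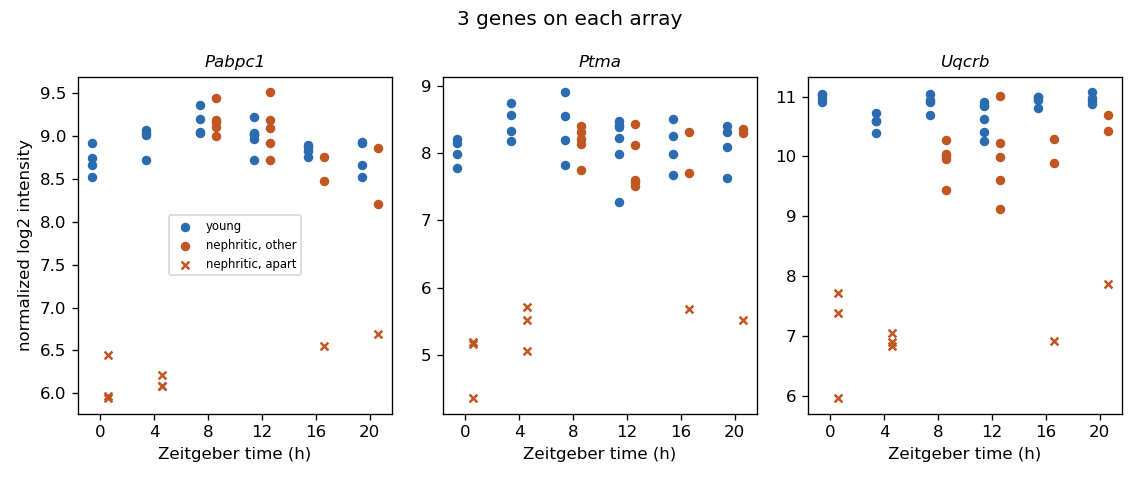
Normalized log2 intensity of Pabpc1, Ptma and Uqcrb on each array against Zeitgeber time in h, with young arrays, the 8 nephritic arrays that stood apart (crosses) and the other 14 nephritic arrays. Pabpc1 was at most 6.69 on the 8 arrays and at least 8.20 on every other array.

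The first comparison asked which genes vary over the day in the kidneys of young mice before disease. The clock output gene Dbp (chromosome 7, 45705100 to 45710203) varied most, from 7.48 ± 0.36 log2 (SD, n = 4) at ZT0 to 12.30 ± 0.21 (n = 4) at ZT8, a range of 4.82 (adjusted p = 3.3e-19). Nr1d1, a repressor of Arntl, followed with a range of 3.17 and its highest mean at ZT8. Arntl, which encodes the activator BMAL1 (chromosome 7, 113178471 to 113314126), went from 7.44 ± 0.04 at ZT0 (n = 4) to 4.75 ± 0.16 at ZT12 (n = 6; adjusted p = 2.23e-15). Among the other genes with the largest ranges were the clock genes Ciart (2.33), Per2 (2.28), Nfil3 (2.12), Per1 (2.01) and Nr1d2 (1.93), the fat cell hormone Adipoq (2.64) and the dynactin subunit Dctn1 (2.49, detected on 11 of 26 young arrays). The mean of 9 adipose markers, Adipoq among them, also differed between mice of the same time (log2 relative to all arrays), from -0.32 to 1.90 at ZT12 (replicates 1 to 3 at most 0.52, replicates 4 to 6 of the second array set at least 1.14) and from -1.34 to 0.39 at ZT4, so fat left on the kidneys was not separated from time for Adipoq. By limma 2111 of 11559 genes (18.3%) varied with time. Their highest means fell at ZT0 for 409 genes, at ZT4 for 390, at ZT8 for 436, at ZT12 for 492, at ZT16 for 244 and at ZT20 for 140. With all but 1 of the 6 times carried by a single title code, a code-wide effect and time cannot be separated in young kidneys, and with the code as a random block 1073 genes passed. Thinning the young arrays to at most the nephritic numbers left a median of 1194 genes.

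Of the 29 gene lists, 8 held more time-varying genes in young kidneys than chance gives. Among them are the blood pressure and the metabolic genes that the study names, which were chosen on these samples, so that their enrichment was built in. Members of other lists, such as Tsc22d3, G6pc and Idh1, are also named by the study, so the enrichment of those lists is not fully independent. In the core clock list 15 of 18 genes varied (3.29 by chance, exact hypergeometric adjusted p = 5.45e-08), and 16 did when adjusted over the list alone. Of the clock output and glucocorticoid response genes 15 of 17 varied (adjusted p = 2.19e-08), among them the glucocorticoid targets Fkbp5 (range 1.87, highest at ZT12) and Tsc22d3 (1.68, ZT12) and the deubiquitinase Usp2 (1.49, ZT12). Of fatty acid genes 17 of 38 varied (adjusted p = 0.00110), including the thioesterase Acot3 (0.70), the carnitine carrier Slc25a20 (0.69) and the thiolase Acaa1b (0.77), all highest at ZT12. Of glycolysis, gluconeogenesis and pentose phosphate genes 9 of 22 varied (adjusted p = 0.0406), including the phosphofructokinase Pfkp (0.74, ZT16), glucose-6-phosphatase G6pc (0.76, ZT0) and Idh1 (0.60, ZT0). Of ion and water transport genes 11 of 24 varied (adjusted p = 0.00902), including the water channel Aqp4 (0.56, ZT4), the cotransporter Slc12a7 (0.66, ZT8), the sodium pump subunit Atp1b1 (0.35, ZT8) and Hsd11b2 (0.52, ZT16), which inactivates glucocorticoids. Of matrix genes 9 of 21 varied (adjusted p = 0.0326), including the basement membrane collagens Col4a2 (0.70, ZT0) and Col4a1 (0.69, ZT4). Of the 26 mitochondrial respiration genes 0 varied in young kidneys in limma, 5 at an unadjusted p under 0.05 and 1 by cosinor. Adjusted over each list alone, 15 clock output, 20 fatty acid, 9 glycolysis, 12 transport and 10 matrix genes varied. Without young ZT12 replicate 2, or without young ZT12 replicate 5, 5 lists passed instead of 8.

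The second comparison asked how the core clock of nephritic kidneys differs from that of young kidneys. Arntl changed most. Its 24 h amplitude was 1.51 ± 0.10 log2 (SE, 26 arrays) in young and 0.60 ± 0.11 (22 arrays) in nephritic kidneys, and its fitted peak moved from 21.7 h to 18.0 h. Its highest mean was 7.44 in young kidneys at ZT0 against 6.16 ± 0.48 (SD, n = 3) in nephritic kidneys at ZT20. Every nephritic array of ZT0 and ZT4 stood apart, so the fitted peak and amplitude of Arntl in nephritic kidneys rest in part on those arrays. Whether a change passed without them is given below. Dbp kept a large range (4.13 against 4.82 log2), highest at ZT8 in both, and Nr1d1 an amplitude of 1.57 ± 0.17 against 1.59 ± 0.16. Npas2, a partner of BMAL1 (amplitude 0.63 against 0.73, detected on 7 of 22 and 13 of 26 arrays), and the repressor Nfil3 (0.92 against 1.14) varied with time in both diagnoses. For Nr1d1, Npas2 and Nfil3 a change in 24 h rhythm did not pass (adjusted p = 0.799, 0.857 and 0.658). In all, 15 of 18 core clock genes varied with time in young and 11 in nephritic kidneys, 16 and 12 adjusted over the list alone. With a covariate for the 8 arrays 6 of them varied in nephritic kidneys, and without those arrays, when 4 times were left, Dbp and Nr1d1 did. Young arrays of the same 4 times, thinned to at most the same numbers, gave a median of 12 clock genes (11 to 12).

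By the cosinor model in limma 4 core clock genes changed their rhythm, adjusted over all genes: Arntl (adjusted p = 9.25e-07), the repressor Bhlhe40 (0.00126), Cry2 (0.0251) and Clock (0.0276). Adjusted over the list alone 8 did, with Csnk1e, Dbp, Nr1d2 and Per3 added. The count adjusted over all genes was 2 without the second array set at ZT12. It was 6 after median scaling of raw signals and 6 under the strict detection filter. The time by disease interaction, which assumes no cosine, passed for 8 core clock genes, among them Arntl (adjusted p = 1.86e-08), Bhlhe40 (2.76e-05), Dbp (1.4e-04) and Per1 (0.00314). The 8 arrays that stood apart were lower in several of these genes: their mean minus that of the other nephritic arrays was -1.97 log2 for Bhlhe40, -1.91 for Nr1d2, -0.82 for Per2 and -0.41 for Arntl. These means are not matched for time: the 8 hold all of ZT0 and ZT4 and the others all of ZT8 and ZT12. For rhythmic genes they thus include time of day. Within ZT16 Bhlhe40 was 8.88 on the array that stood apart and 9.70 and 9.80 on the others, and within ZT20 8.47 against 10.14 and 9.83. With a covariate for those arrays only the change of Arntl passed (adjusted p = 0.0183), and without them 5 genes did, Arntl among them (9.18e-04) and Bhlhe40 not (0.601). Every nephritic array of ZT0 and ZT4 carries that covariate, so calls lost with it may reflect lower precision. The interaction passed with that covariate for Arntl, Per1, Dbp, Tef and Ciart and without those arrays for Arntl and Dbp. With the title code as a random block the rhythm change of Arntl passed (3.55e-04) and those of Bhlhe40 (0.0594), Cry2 (0.173) and Clock (0.211) did not, and the interaction passed for Arntl (4.3e-05), Bhlhe40 and Dbp (0.0352 for both) but not for Per1 (0.181) or the other 4. The mean level of Arntl over all times was lower in nephritic kidneys by 0.76 ± 0.09 log2 (1.69-fold, adjusted p = 7.45e-10, below the young mean of its time on 14 of 22 arrays). Without those arrays it was 1.12-fold lower over the 4 times left (adjusted p = 0.168), which leave out ZT0, where young Arntl was highest. Csnk1d, a kinase that acts on PER proteins, was 1.49-fold higher, on 22 of 22 arrays (adjusted p = 3.44e-10). Nr1d2 was 1.93-fold lower, on 20 of 22 arrays (7.73e-09), and 1.24-fold lower over the 4 times left without those arrays (0.0193). For Arntl and Nr1d2 the smaller fold reflects a change of times as well as of arrays.

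**Figure D2:**
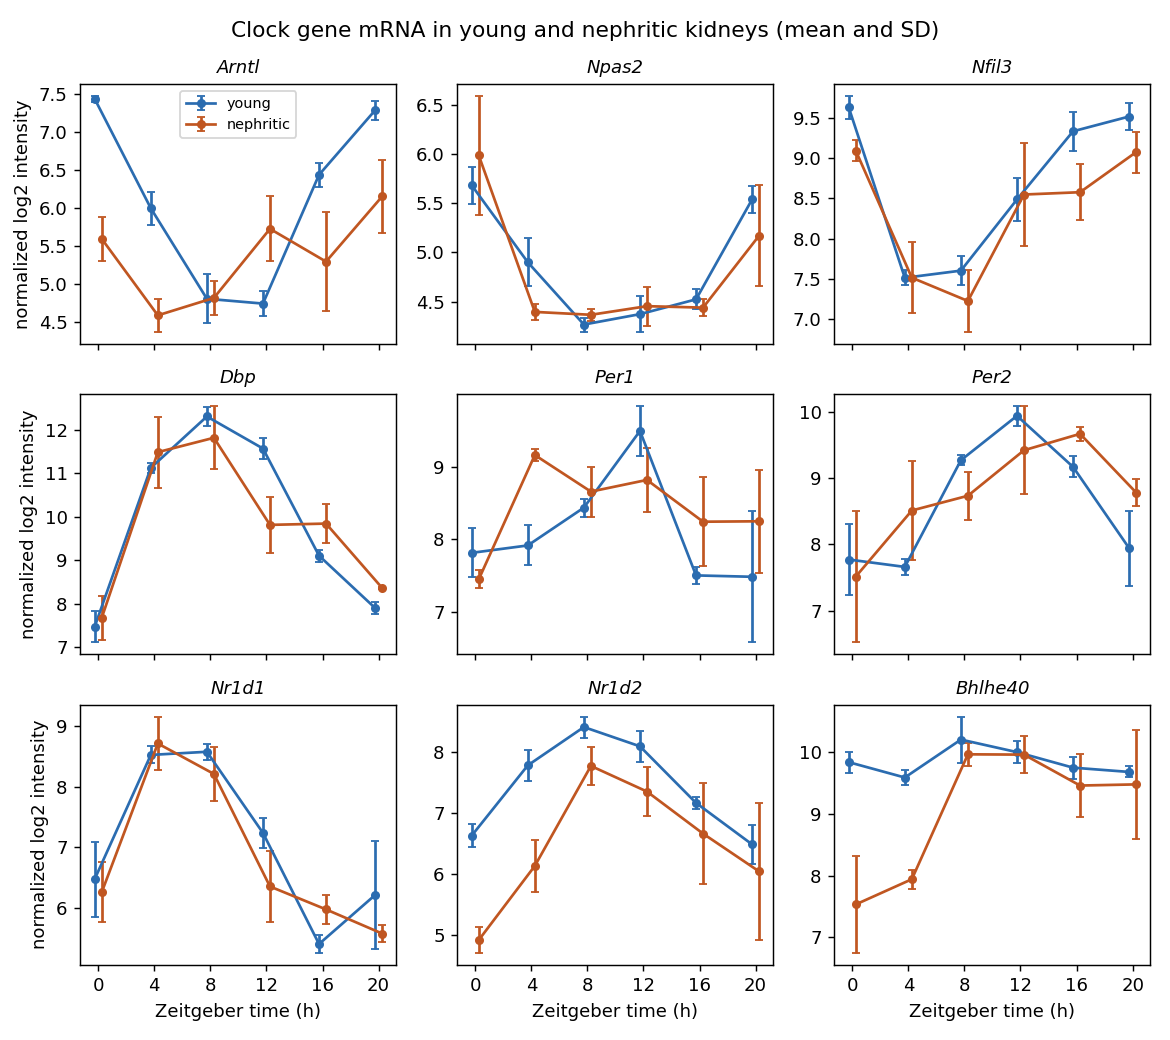
Mean and SD of the normalized log2 intensity of 9 core clock genes against Zeitgeber time in h, in young (n = 4 to 6 per time) and nephritic kidneys (n = 3 to 5 per time). Arntl ranged over 2.69 log2 in young and 1.56 in nephritic kidneys, and Dbp over 4.82 and 4.13.

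Which genes vary over the day in nephritic kidneys was the third question. Dbp (range 4.13 log2, adjusted p = 6.29e-05) and Nr1d1 (3.14, adjusted p = 4.5e-05) were among the 10 genes with the largest ranges, as in young kidneys. The other 8 were Ucp1, the uncoupling protein of brown fat (4.13), the nuclear protein Ptma (3.26), the valine catabolism enzyme Aldh6a1 (3.26), the urinary protein Mup2 (3.07), the complex III subunit Uqcrb (3.07), Pabpc1 (3.06), mitochondrial Idh2 (2.96) and Dazap2 (2.95). Ucp1 is an adipose marker, and the mean of 9 such markers moved with it, from 0.66 to 0.92 log2 relative to all arrays at ZT0 and from -1.30 to -0.48 at ZT4, with 6 of them at an unadjusted p under 0.05. Fat left on the kidneys was not separated from time for Ucp1. By limma 1984 of 11559 genes (17.2%) varied, with 790 of them highest at ZT4 and 39 at ZT16. Of these 1984 genes 27 passed with a covariate for the 8 arrays that stood apart (28 genes in all) and 5 without those arrays, when 4 times were left. Dbp (adjusted p = 3.89e-04) and Nr1d1 (2.33e-04) passed with the covariate and the other 8 genes did not. Young arrays of the same 4 times, thinned to at most the same numbers, gave a median of 223 genes (129 to 357). At ZT8 young kidneys had 4 arrays against 5. Here and elsewhere this matching did not cover the spread, which was larger in nephritic kidneys, so part of the gap may reflect lower power there. Without nephritic ZT4 replicate 2 the count was 807.

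Time-varying genes of both diagnoses overlapped in 481 genes, against 362 by chance (exact hypergeometric p = 1.14e-13). Of these, 146 (30.4%) had their highest mean at the same time, against 89.1 from the peak times alone, 303 within 4 h, 175 earlier and 104 later in nephritic kidneys, and 56 had it 12 h apart. Of 1630 genes that passed in young kidneys alone, 372 also had a time by disease interaction, so for the other genes a difference was not shown. With a covariate for the 8 arrays 17 genes were shared and without those arrays 4.

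Time courses differed between the diagnoses for 2462 genes by the interaction test. The smallest adjusted p belonged to Arntl and to the kinase Cit (1.86e-08 for both), where Cit was detected on 17 of 22 nephritic and 2 of 26 young arrays and ranged over 2.06 log2 in nephritic kidneys with its highest mean at ZT4. Next came the interferon-induced Parp12 (1.53e-06), Dctn1, Actr3, Pabpc1, Gm6548, the transporter Abcb8, Pfkp and the chaperone Hsp90b1 (7.37e-06). Dctn1 ranged over 2.49 log2 in young kidneys, highest at ZT4, and was detected on 1 of 22 nephritic arrays. Without the 8 arrays, when both diagnoses were compared at the 4 times left, 58 genes passed (46 of the 2462). Among them were Arntl (3.08e-04), Dctn1 (0.0414), Pfkp (0.0130) and Abcb8 (0.0280) but not Cit (0.180), Pabpc1 (0.711) or Hsp90b1 (0.0971). With the covariate 232 genes passed (214 of the 2462), and with the title code as a random block 72.

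Time courses of young kidneys had a smaller fitted amplitude in nephritic kidneys. Both parts of the young arrays share title codes, so a code-wide effect would be picked as well and would lower the ratio. For a median of 179 genes picked on part of the young arrays, the median amplitude at the phase of that part was 0.341 log2 on the remaining young arrays and 0.143 log2 on the nephritic arrays, a ratio of 0.414 (5 to 95% of splits 0.215 to 0.556). The amplitude was smaller in nephritic kidneys for 80.4% of these genes. The ratio was 0.330 with a covariate for the 8 arrays, 0.376 without them and 0.235 after median scaling of raw signals.

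Solute carriers, the Slc family of membrane transporters, made up 254 of the tested genes. In young kidneys 75 of them varied with time, against 46.4 by chance (exact hypergeometric p = 6.7e-06), in nephritic kidneys 33 did (13.0%, against 43.6 by chance) and in both 12. In nephritic kidneys 0 Slc genes passed in limma with a covariate for the 8 arrays (40 at an unadjusted p under 0.05) and 0 without those arrays (36 at an unadjusted p under 0.05), when matched young arrays gave a median of 12 Slc genes (7 to 18). Genes of blood pressure and salt handling that the study names were chosen on these samples, so their direction is not independent evidence. Of these 11 genes 9 varied in young kidneys (all but Edn1 and Vegfc, and the same number adjusted over the list alone), led by the aldosterone- and glucocorticoid-induced kinase Sgk1 (range 1.64 log2, highest at ZT12) and the vasopressin receptor Avpr1a (1.14, ZT20). In nephritic kidneys 0 did in limma (1 at an unadjusted p under 0.05, 0 by cosinor), and 0 had an interaction (2 at an unadjusted p under 0.05). Their levels differed in both directions, with 5 higher, 3 lower and 3 not passing: the globin Cygb was 3.81-fold, endothelin Edn1 3.50-fold, Pdgfb 1.83-fold and the sodium channel subunit Scnn1b 1.74-fold higher on 20 or more of 22 arrays, while the angiotensin receptor Agtr1a was 1.87-fold lower on 22 of 22. Vegfc was 1.26-fold lower (adjusted p = 5.97e-05, 18 of 22 arrays), which did not pass without the 8 arrays (0.173).

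Of the 9 metabolic genes that the study names, also chosen on these samples, 6 varied in young kidneys (8 adjusted over the list alone): G6pc, Idh1, Pck1, Slc25a33, Slc25a42 and Slc5a2. In nephritic kidneys 0 varied in limma (1 at an unadjusted p under 0.05, 0 by cosinor). The interaction passed for Slc25a33, a mitochondrial nucleotide carrier (adjusted p = 0.00475), and Idh1 (0.00829), but for neither with a covariate for the 8 arrays (0.0843 and 0.243). Pck1, the gluconeogenic enzyme, was 2.80-fold lower in nephritic kidneys on 20 of 22 arrays (1.78-fold without the 8 arrays), the glucose transporter Slc5a2 2.07-fold lower on 21 and Idh1 1.81-fold lower on 20, while Slc2a6 (3.49-fold, detected on 7 of 26 young arrays) and H6pd (1.69-fold) were higher on 22 of 22. In all 6 of the 9 were lower and 2 higher.

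The largest comparison asked how gene levels of nephritic kidneys differ from those of young kidneys over all times. Fcgr4, an activating receptor for IgG on myeloid cells (chromosome 1, 171018926 to 171029761), was 16.7-fold higher in nephritic kidneys (4.06 ± 0.20 log2, adjusted p = 4.33e-19), on 22 of 22 arrays. Lcn2, a secreted marker of tubular injury (chromosome 2, 32384637 to 32387739), was 13.8-fold higher (3.79 ± 0.37), the chemotactic receptor Fpr2 12.8-fold (3.68 ± 0.18, detected on 7 of 26 young arrays) and the metalloproteinase inhibitor Timp1 11.2-fold (3.48 ± 0.33, detected on 11 of 26). The myeloid genes Clec4a1 (8.10-fold), Ms4a6d (7.86-fold) and C1qb (6.76-fold), the chemokine Ccl4 (8.01-fold), the plasma cell gene Mzb1 (7.78-fold) and the T cell coreceptor Cd8b1 (6.89-fold, detected on 15 of 26 young arrays) complete the 10 with the largest increase, each on 22 of 22 arrays. By limma 4219 genes (36.5%) were higher, 410 of them at least 2-fold, 3302 (28.6%) lower, 263 of them at least 2-fold, and 4038 did not pass. Without the 8 arrays, when both diagnoses were compared at the 4 times left, 2988 were higher (2789 of the 4219) and 2375 lower (2149 of the 3302). With the covariate 2255 were higher and 1626 lower.

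Markers of immune cells rose together. All 15 macrophage and myeloid markers were higher, with a median of 1.85 log2 (3.60-fold, camera adjusted p = 2.73e-09, adjusted p = 0.412 with an estimated correlation), including Lyz1 (4.68-fold) and Laptm5 (4.51-fold). All 11 T cell markers were higher (median 3.04-fold, adjusted p = 7.35e-06, adjusted p = 0.412 with an estimated correlation), including Cd3d (5.01-fold), and 10 of them were without the 8 arrays. All 10 B and plasma cell markers were higher (median 1.79-fold, adjusted p = 0.00112, adjusted p = 0.412 with an estimated correlation), including the antigen receptor chain Cd79b (6.55-fold) and the coactivator Pou2af1, detected on 0 young arrays and at least 3.47-fold higher. These 3 scores lay above every young array on 22 of 22 nephritic arrays. On the 8 arrays that stood apart the median member was 0.32 log2 higher than on the other nephritic arrays for myeloid, 0.45 higher for T cell and -0.02 apart for B and plasma cell markers. Adjusted over each list alone the counts were the same.

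Genes of complement, chemokines, antigen presentation and the interferon response were higher too. Of complement and acute phase genes 12 of 15 rose and 1 fell (median 2.65-fold, adjusted p = 2.38e-04, adjusted p = 0.412 with an estimated correlation), led by C4b (5.96-fold) and the C1q chains C1qc (5.64-fold) and C1qa (5.12-fold), which are also myeloid markers. Of chemokine and adhesion genes 16 of 17 rose and 1 fell (median 2.82-fold, adjusted p = 1.61e-06, adjusted p = 0.412 with an estimated correlation), including Ccl8 (6.41-fold, detected on 14 of 26 young arrays), Ccl9 (5.32-fold), the cytokine Il1b (4.39-fold) and the adhesion molecule Icam1 (2.97-fold). Of antigen presentation genes 13 of 14 rose (median 2.29-fold, adjusted p = 3.18e-05, adjusted p = 0.412 with an estimated correlation), including the class II genes H2-Ab1 (3.47-fold) and Cd74 (3.41-fold). Interferon response genes rose in 15 of 21 cases and fell in 1 (17 and 1 adjusted over the list alone; median 1.80-fold, adjusted p = 2.55e-04, adjusted p = 0.412 with an estimated correlation), including Oas2 (3.61-fold), Usp18 (2.48-fold) and Bst2 (2.45-fold). The first 3 scores lay above every young array on 22 of 22 nephritic arrays and the interferon score on 20. The median member was 0.11 log2 higher on the 8 arrays than on the other nephritic arrays for complement, 0.16 for chemokines, 0.30 for antigen presentation (mean over members -0.01) and 0.13 for interferon genes, and without those arrays 11, 16, 13 and 13 members rose.

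Injury, matrix and proliferation genes were higher as well. Of tubular injury genes 13 of 16 rose and 1 fell (median 1.96-fold, adjusted p = 0.00111, adjusted p = 0.438 with an estimated correlation), among them Lcn2, Timp1, the cell cycle inhibitor Cdkn1a (2.33-fold) and the filament gene Vim (1.91-fold). Of matrix and fibrosis genes 20 of 21 rose (median 2.02-fold, adjusted p = 3.08e-06, adjusted p = 0.412 with an estimated correlation), among them collagen Col1a1 (3.53-fold), Tgfbi (2.84-fold) and Tgfb1 (2.41-fold). Of proliferation genes 11 of 13 rose and 2 fell (median 1.87-fold, adjusted p = 4.59e-04, adjusted p = 0.412 with an estimated correlation), among them Cdc20 (3.74-fold), Birc5 (3.01-fold), Aurka (2.44-fold, detected on 8 of 26 young arrays) and Mcm5 (2.34-fold), which act in mitosis and DNA replication. The injury and proliferation scores lay above every young array on 22 of 22 nephritic arrays and the matrix score on 20. On the 8 arrays the median member differed from the other nephritic arrays by 0.35 log2 for matrix, -0.03 for injury and -0.16 for proliferation genes.

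**Figure D3:**
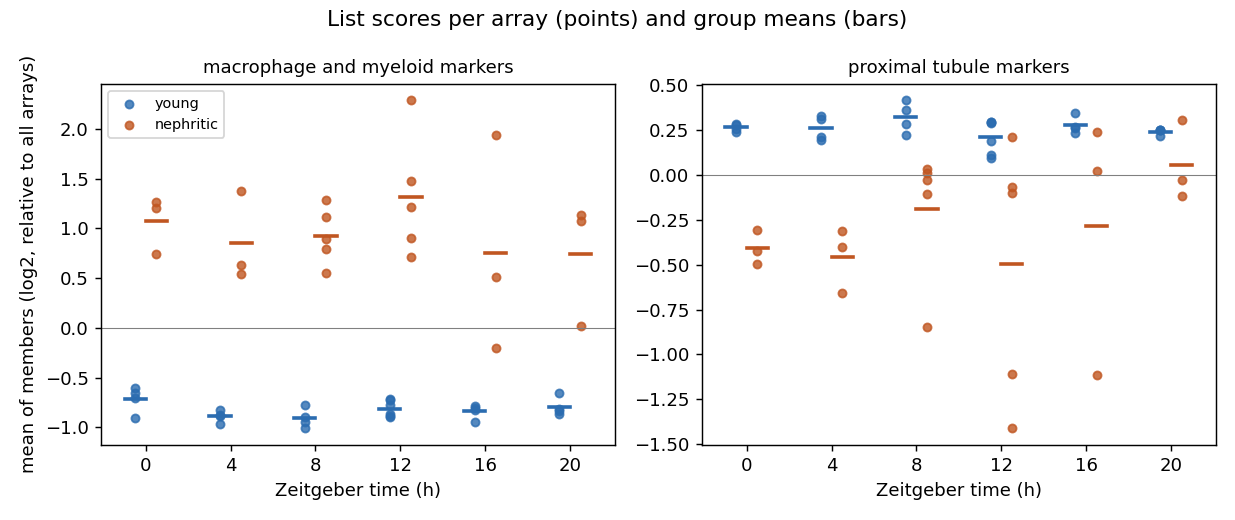
Mean of the macrophage and myeloid markers and of the proximal tubule markers on each array, in log2 relative to the mean of all arrays, against Zeitgeber time in h, with bars at group means. The myeloid score of 22 of 22 nephritic arrays lay above every young array, and the proximal tubule score of 1 of 22 lay above the young median.

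The genes with the largest decrease were led by Serpina6, which encodes the carrier of glucocorticoids in blood (chromosome 12, 103646630 to 103657218): it was 5.78-fold lower (-2.53 ± 0.18 log2, adjusted p = 1.89e-14) on 22 of 22 arrays. The organic anion transporter Slc17a3 was 5.19-fold lower (-2.38 ± 0.20, 21 of 22 arrays), the cysteine-forming enzyme Cth 4.79-fold, Ly6f 4.65-fold, the prostaglandin-degrading enzyme Hpgd 4.38-fold, the amino acid transporter Slc7a12 4.26-fold, Uqcrb 4.21-fold, Adhfe1 3.98-fold, the thyroid hormone deiodinase Dio1 3.96-fold and Esd 3.95-fold, each on at least 21 of 22 arrays. The decrease of 7 of these genes was much smaller without the 8 arrays that stood apart, over the 4 times left in both diagnoses. There Slc17a3 was 3.36-fold, Cth 3.00-fold, Hpgd 2.72-fold, Slc7a12 1.93-fold, Uqcrb 1.64-fold, Dio1 2.32-fold and Esd 1.70-fold lower. Serpina6 (6.70-fold), Ly6f (3.83-fold) and Adhfe1 (3.04-fold) moved less, and all 10 passed without those arrays.

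Mitochondrial respiration genes and markers of the proximal tubule and of the thick limb and distal tubule were lower, while those of the collecting duct did not pass as a list (5 of 12 higher, 4 lower, camera adjusted p = 0.810). Of mitochondrial respiration genes 17 of 26 fell and 2 rose (median -0.38 log2, 1.30-fold lower, camera adjusted p = 2.11e-05, adjusted p = 0.412 with an estimated correlation), including the complex II and complex I subunits Sdhd (3.57-fold) and Ndufb5 (3.08-fold), Cox7b of complex IV (2.42-fold) and Atp5o of ATP synthase (1.61-fold). Of proximal tubule markers 11 of 13 fell (median 1.40-fold, adjusted p = 0.00105, adjusted p = 0.414 with an estimated correlation), including the androgen-regulated Kap (2.50-fold), the creatine synthesis enzyme Gatm (2.19-fold, detected on 9 of 22 nephritic arrays) and Slc5a2. Of thick limb and distal tubule markers 8 of 11 fell and 1, Kng1, rose 1.24-fold (median 1.43-fold lower, adjusted p = 0.0249, adjusted p = 0.438 with an estimated correlation), with Egf (3.30-fold lower) and the prostaglandin receptor Ptger3 (2.53-fold lower) at the head. Of fatty acid genes 17 of 38 fell and 5 rose (median 1.11-fold lower, adjusted p = 0.00952, adjusted p = 0.594 with an estimated correlation), including the beta oxidation enzymes Ehhadh (3.77-fold lower) and Hadhb (2.85-fold lower), while the coactivator Ppargc1a was 1.66-fold higher. Of the nephritic arrays 0 lay above the young median for the mitochondrial and thick limb scores, 1 for the proximal tubule score and 3 for the fatty acid score. Without the 8 arrays 16 mitochondrial, 6 proximal tubule, 7 thick limb and 11 fatty acid genes fell, and Sdhd was -0.78 log2 and Hadhb -0.34 log2 from young kidneys. On those arrays the median mitochondrial gene was -0.13 log2 from its mean on the other nephritic arrays and the median of the other lists between -0.06 and -0.03, but the mean over members, which a few large decreases lower, was -0.48 log2 for mitochondrial, -0.27 for proximal tubule, -0.23 for fatty acid and -0.19 for thick limb genes.

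**Figure D4:**
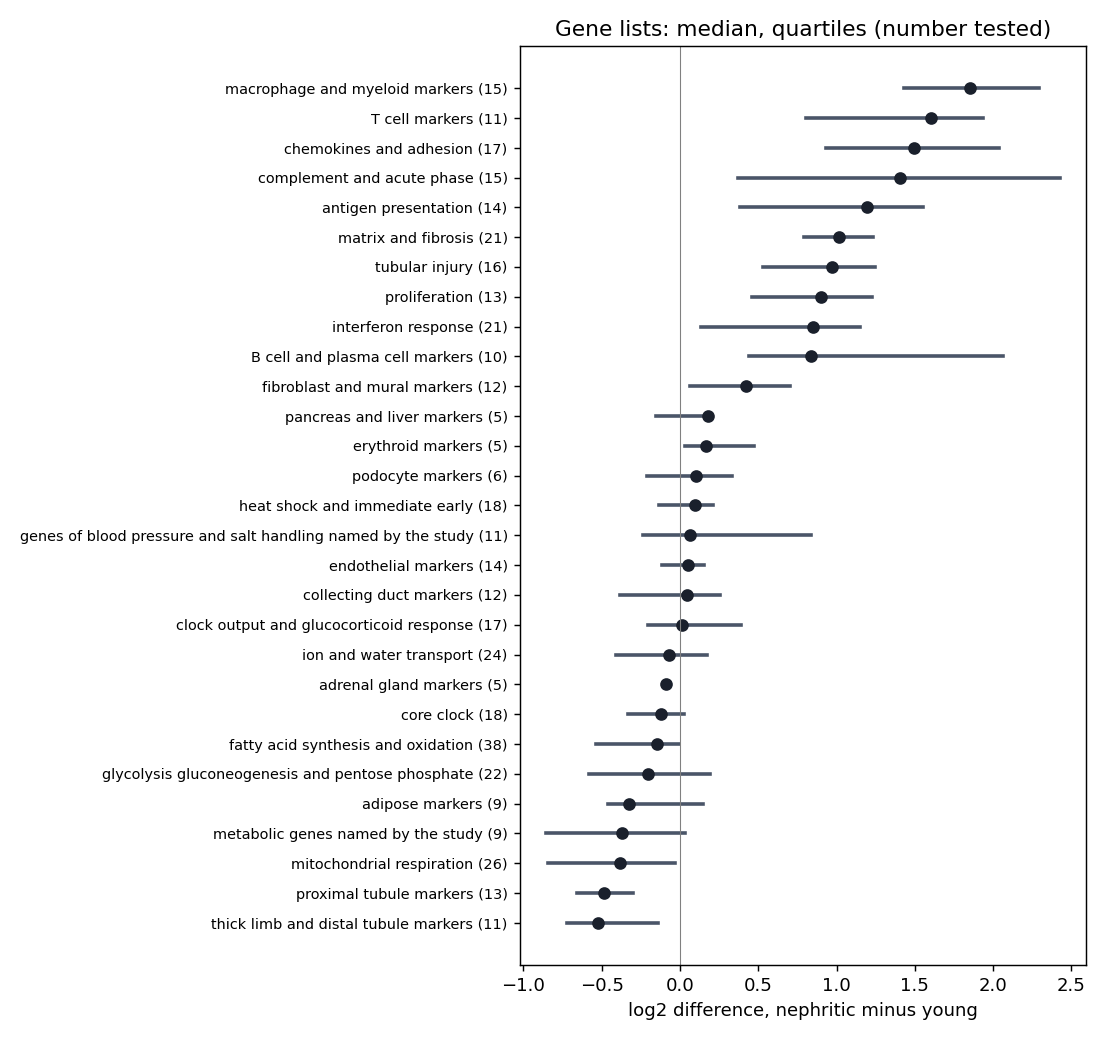
Difference in log2 between nephritic and young kidneys for the members of 29 gene lists, with the median as a point, the quartiles as a line and the number of tested genes in brackets. Medians ran from 1.85 log2 for macrophage and myeloid markers to -0.52 log2 for thick limb and distal tubule markers.

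All 14 shifted lists, 10 higher and 4 lower, lost their call in camera with an estimated correlation, which was at least 0.251 within each of them. A permutation test of the list scores within each time, added after the data were examined, gave the smallest p that its permutations can give, 1e-05, for each of the 14.

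Taken by time, the number of genes that differed between the diagnoses ranged from 3363 higher and 2239 lower at ZT4 to 483 higher and 279 lower at ZT20. The median myeloid marker was 1.55 to 2.23 log2 higher at each time and the median proximal tubule marker between -0.13 and -0.81 log2. ZT12 was measured in 2 array sets. The first, with 3 young and 2 nephritic arrays, gave 3124 genes higher and 2570 lower, a myeloid median of 2.88 log2 and a proximal tubule median of -1.33. The second, with 3 and 3, gave 430 higher and 317 lower, with medians of 1.78 and -0.09. The differences of the sets correlated over genes with r = 0.553, where genes are not independent replicates.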

Values the study reported

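The study reported that 2319 genes in young and 860 genes in nephritic mice differed over the 6 times by ANOVA at its threshold, and that 2262 and 755 genes, respectively, had a rhythm by RAIN. Its numbers rest on arrays and RNA sequencing together. It counted 364 genes as shared among 2653 with a daily pattern, of which 140 had the same peak time and 158 others peaked within 4 h.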

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

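In this part the removal of 8 nephritic arrays that stand apart, the covariate for them, the title code as a random block, the test of a shared shift of phase and both tests of time of day on those arrays were chosen only after the result was seen.

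Measured per array in each group of 4 to 6 mice, 29 of 392 pairs of a measure and a group held 1 array farther from the rest than Dixon's test allows, where chance gives 19.6 (1 in 20), and 20 of the 29 were in young groups. Nephritic ZT8 replicate 4 was the lowest of its group in the mitochondrial (-0.437 log2 from the mean of all arrays), podocyte (-0.861), proximal tubule (-0.850) and endothelial (-1.10) scores and in Dbp (10.54) and Per3 (5.30). At nephritic ZT12 the endothelial score of replicate 1 was -0.587, Clock on replicate 3 was 9.31, and 14077 probes were detected on replicate 2. At young ZT0 replicate 1 stood out in the ion and water transport (0.150) and thick limb (0.381) scores and in Clock (9.10), replicate 2 in Hlf (4.75), and replicate 4 in the interferon (-0.178) and adipose (-0.596) scores. At young ZT8 replicate 1 stood out in the score of the blood pressure genes (-0.100), in ion and water transport (0.234) and in Csnk1e (7.53), replicate 2 in the erythroid score (0.542) and replicate 4 in chemokines (-0.674). At young ZT20 replicate 1 stood out in the adrenal gland score (1.23), replicate 3 in the proximal tubule score (0.214) and replicate 4 in the blood pressure (-0.283) and proliferation (-0.198) scores. Young ZT12 replicate 5 held the adrenal score of 1.68 and Dbp at 12.06, young ZT16 replicate 4 the pancreas and liver (0.213) and heat shock (0.150) scores, and young ZT4 replicate 3 had 13276 detected probes.

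Time courses of 8 core clock genes and 2 metabolic genes differed between young and nephritic kidneys by the interaction test in limma: Arntl (adjusted p = 1.86e-08), Bhlhe40 (2.76e-05), Dbp (1.4e-04), Per1 (0.00314), Ciart (0.00517), Tef (0.00775), Per2 (0.0186) and Nr1d2 (0.0459), with Slc25a33 (0.00475) and Idh1 (0.00829). With a covariate for the 8 nephritic arrays that stand apart Arntl (2.74e-05), Per1 (0.00528), Dbp (0.0114), Tef (0.0473) and Ciart (0.0493) passed, without those arrays Arntl (3.08e-04) and Dbp (0.0130), and with the title code as a random block Arntl (4.3e-05), Bhlhe40 and Dbp (0.0352 for both). Probes without a gene name, which no comparison used, also differed: 317 of 999 were higher and 278 lower in nephritic kidneys.

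A first pattern is that by the main test about as many genes varied with time in nephritic (1984) as in young kidneys (2111). The projected amplitude of young rhythms was nevertheless smaller in nephritic kidneys. The near equality depended on the setting. Young and nephritic counts were 3153 and 1474 after median scaling of raw signals, 2283 and 1324 by cosinor and 2076 and 1006 by the umbrella test. They were 2321 and 5347 with array weights and 415 and 5196 with a shared spread. Differences in inflammation between the groups of mice are argued against, since 99.2% of the nephritic calls passed with the mean of the myeloid markers as a covariate. Differences between collection groups without a daily order stay open and may account for many of the calls: among the 60 circular orders of the 6 nephritic groups, 12 (the real one included) gave a share of 24 h variation at least as large as the real order (0.637, highest other 0.788) in genes called in nephritic kidneys only. The array set and the title codes of nephritic groups are partly confounded with time, and without the 8 arrays 5 genes passed (a median of 223 for young arrays matched to the 4 times left), so a daily order of these genes was not shown.

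A second pattern is the smaller amplitude of young rhythms in nephritic kidneys (ratio 0.414). Compression of the values of dim genes is argued against, because the brightest of 3 equal parts of the picked genes had a ratio of 0.495 (5 to 95% of splits 0.298 to 0.667). A shift of phase shared by all of these genes is argued against as well: the amplitude 6 h from the young phase was -0.0852 of the young amplitude (-0.281 to 0.0215) and would have to be near the whole young amplitude if a shift alone had lowered the ratio. Shifts of single genes in both directions, which cancel in this median, stay open. Added cells without a daily rhythm stay open and could contribute, since the levels of these genes were higher than in young kidneys at the young trough (0.0999 log2, 5 to 95% 0.0326 to 0.214) and lower at the young peak (-0.274). Weaker clocks in each cell and mice out of step with each other, which would give the same sign, were not tested, and age differs with disease. An effect of the title code in young kidneys, shared by both parts of the young arrays, would also lower the ratio and stays open.

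The last pattern is the group of 8 nephritic arrays with low Pabpc1, Ptma and Uqcrb at ZT0, ZT4, ZT16 and ZT20. Time of day is argued against for the arrays at ZT16 and ZT20, whose neighbours were taken at the same time: in 424 genes at least 2-fold lower at ZT0 and ZT4 than at ZT8 and ZT12 (Pabpc1, Ptma and Uqcrb left out), they lay -1.36 and -1.41 log2 from the others of their time in the median, while in the 8 groups without such arrays the array with the lowest Pabpc1 lay -0.26 to 0.02 from the others. For the arrays at ZT0 and ZT4 a daily change shared with young kidneys is argued against, since the median difference of these genes between those times and ZT8 and ZT12 in young kidneys was 0.0213 of that in nephritic kidneys (-0.00242 to 0.0411 with 1 young array left out). A daily change in nephritic kidneys alone stays open for ZT0 and ZT4, where every nephritic array stands apart. More severe disease cannot be told apart, because the correlation of their difference with that of nephritic from young kidneys at ZT8 and ZT12 was 0.275, below the 0.5 that it would need, but did not stay below 0.3, the bound for excluding it, with each array left out (0.197 to 0.343). A change at the level of probes, as from degraded RNA or labelling, stays open as a candidate explanation: over 2382 genes with 2 probes, the probes correlated at 0.375 for the difference of those arrays and at 0.799 for that of disease (-0.424, 95% bootstrap interval -0.469 to -0.381), and among genes with a probe moved at least 2-fold, the other probe was at least 2-fold apart in 152 of 220 on those arrays and in 11 of 137 by disease. The study states that RNA quality was checked on an Agilent chip but gives no values for these arrays, and it was not analysed here. The title codes of nephritic arrays partly follow the split. Some codes occur only on the 8 arrays, some only on the others and some on both, and their meaning is not given.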

How the results depend on the processing

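The title code as a random block, the permutation test of list scores, the removal of 2 nephritic ZT12 arrays, and the removal of, the covariate for, or the thinning matched to the 8 nephritic arrays that stand apart were chosen only after the data were seen. Counts of genes higher and lower in nephritic kidneys stayed within 1.5 times under every alternative but the covariate for the 8 arrays (2255 higher and 1626 lower), and the number of shifted lists under all but the list tests below. Where a value below has no stated reason, the cause was not tested. In a fit of all 48 arrays that shares the spread, 415 genes varied in young and 5196 in nephritic kidneys, 286 in both, and 11 Slc genes varied in young kidneys, as it lends the larger nephritic spread to young kidneys. The cosinor test called 314 genes in both, and the umbrella test 1006 in nephritic kidneys and 231 in both. With array weights, whose fit did not reach its tolerance, 5347 nephritic, 1302 shared and 4567 interaction genes passed. Thinned to at most the nephritic numbers, young arrays gave 1194 genes (823 to 2036), from fewer samples. With the title code as a block 1073 young, 1163 nephritic, 149 shared and 72 interaction genes and 1 clock gene passed. The clock count was 2 without the second ZT12 set, the enriched lists 5 under the strict detection filter (8330 genes tested), and the amplitude ratio 0.235 by the methods' route. Shifted lists numbered 0 with an estimated correlation and 22 by permutation. Without the 8 arrays 5 nephritic, 4 shared and 58 interaction genes passed, with 4 times left, where young arrays matched to them gave 223. With their covariate 28 nephritic, 17 shared, 232 interaction and 1 clock gene passed. Every nephritic array of ZT0 and ZT4 carries this covariate, so a loss of precision was not separated from an effect of those arrays.

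Leaving out each array in turn gave 1729 to 2220 young and 807 to 2322 nephritic time-varying genes, 193 to 553 shared, 1750 to 3017 with an interaction, 4073 to 4308 higher and 3155 to 3350 lower, an amplitude ratio of 0.339 to 0.509, 4 to 7 clock genes, 14 to 14 shifted lists, 5 to 10 enriched lists and 57 to 81 Slc genes. Without nephritic ZT4 replicate 2 there were 807 nephritic and 193 shared genes, without nephritic ZT4 replicate 1 1018 and 259, without nephritic ZT16 replicate 3 7 clock genes, and without young ZT12 replicate 2 or 5 5 enriched lists. Of the tests of named genes with 1 array left out 17144 kept their side and direction, 214 no longer passed and 105 newly passed. Under other normalizations 1045 kept them, 21 no longer passed and 22 newly passed. The amplitude difference of Nr1d1, near 0, turned positive on the deposited processed values (7.27e-04) and without 9 single arrays (-0.177 to 0.0697 over all arrays left out in turn). That of Nr1d2 turned negative by the methods' route (-0.0708), without normexp (-0.0102) and on the processed values (-0.0541).

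The chip as a block was not run, as the chip is not given. No paired analysis was possible because the labels give no pairs of mice. Signal over background limits genes detected on few arrays, such as Dctn1, Cit and Gatm.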

Other observations

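The permutation test of list scores, the title code as a random block, the removal of the 8 nephritic arrays that stand apart, the covariate for them and the young arrays matched to them were chosen only after the data were seen.

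Marker lists of fibroblasts and mural cells, podocytes, endothelium and collecting duct did not pass in camera. Of 12 fibroblast and mural markers 7 rose and 1 fell in nephritic kidneys (median 1.34-fold higher, camera adjusted p = 0.0882), including the pericyte gene Mcam (2.00-fold), the smooth muscle actin Acta2 (1.86-fold) and Rgs5 (1.56-fold). Of 6 podocyte markers 3 rose and 1 fell (adjusted p = 0.687): the cell cycle inhibitor Cdkn1c was 1.83-fold higher, while the transcription factor Wt1 was 1.22-fold lower. Of 14 endothelial markers 3 rose, Eng (1.49-fold), Vwf (1.47-fold) and Egfl7 (1.37-fold), 1 fell, the receptor Tek (1.40-fold), and 10 did not pass (adjusted p = 0.733). On the 8 arrays that stand apart the median member of these lists was 0.40 log2 (fibroblast and mural), 0.43 (podocyte) and 0.41 (endothelial) higher than on the other nephritic arrays, and without them 5, 1 and 2 members rose. Of 12 collecting duct markers 5 rose, with Scnn1b 1.74-fold higher, and 4 fell, with the water channel Aqp3 1.34-fold lower (adjusted p = 0.810). Of 24 ion and water transport genes 7 rose and 8 fell (adjusted p = 0.489), where the potassium channel Kcnj1 was 1.94-fold and the cotransporter Slc12a1 1.61-fold lower. Glycolysis, gluconeogenesis and pentose phosphate genes fell in 13 of 22 cases and rose in 7 (adjusted p = 0.223), with the phosphofructokinases Pfkp and Pfkm 1.49-fold and 1.43-fold lower.

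Among 18 core clock genes 3 were higher and 6 lower in mean level (adjusted p = 0.157), and among 17 clock output genes 5 and 6 (adjusted p = 0.810), with the NAD synthesis enzyme Nampt 2.19-fold lower and the metal-binding Mt1 1.35-fold higher. Of 18 heat shock and immediate early genes 7 rose and 2 fell (adjusted p = 0.687), with Atf3 2.21-fold (detected on 7 of 26 young arrays) and Hspb1 1.63-fold higher. Genes of blood pressure named by the study had an adjusted p of 0.687 and its metabolic genes one of 0.229. Of the markers of tissue next to the kidney, 0 of 5 adrenal genes differed in limma (0 at an unadjusted p under 0.05). In 9 adipose markers 1 rose and 2 fell, with Car3 1.82-fold and the lipase Lpl 1.55-fold lower (adjusted p = 0.489). In 5 erythroid markers 2 rose (adjusted p = 0.721), with the globin Hba-a1 2.86-fold higher, which did not pass without the 8 arrays. Of 5 pancreas and liver markers Apoa1 was 1.99-fold higher and the thyroxine carrier Ttr 2.02-fold lower (adjusted p = 0.687). The neutrophil list had 4 tested genes and was not tested as a list; Ltf (1.20-fold) and S100a8 (1.24-fold, detected on 1 young array) rose, and Elane and Camp did not pass. The permutation test of list scores passed for 22 of 29 lists, all but clock output, collecting duct, endothelial, adrenal, adipose, pancreas and liver, and heat shock, each of the 22 at an adjusted p of 0.0247 or less and 1e-05 the smallest unadjusted p it can give.

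In 100 splits of the arrays each, the real one included, only 1 split, the real one, was as large for every count but that of shifted lists. Chance could be excluded for time-varying genes, where the highest other counts were 5 with times permuted among young arrays (real 2111) and 235 among nephritic arrays (1984). Counts within the young calls cannot exceed those calls, so the 2 shared genes (481), 1 enriched list (8) and 0 Slc genes (75) of the highest other splits restate the young count and say nothing more on the overlap, the lists or the Slc family. Chance could also be excluded for the differences between the diagnoses. With the diagnosis permuted within each time the highest other counts were 1494 higher genes (4219) and 1062 lower genes (3302). After the mean of each diagnosis was removed they were 0 interaction genes (2462) and 0 clock genes (4), and the lowest other amplitude ratio was 0.878 (0.414). These splits move single arrays and ignore the title code. With the code as a random block 1073 young, 1163 nephritic and 72 interaction genes and 1 clock gene passed, so the splits do not exclude an effect of the code. Nor do they exclude an effect of the 8 arrays that stand apart, which make up every nephritic array of ZT0 and ZT4. With the covariate for those arrays 28 nephritic and 232 interaction genes and 1 clock gene passed. Without those arrays, at the 4 times left, 5 nephritic, 58 interaction and 5 clock genes did. For the number of lists called by camera at the preset correlation chance could not be excluded: 18 of 100 splits gave at least the real 14 lists, with 17 as the highest other. This concerns that count and not the shift of a single list. The permutation test of list scores gave an unadjusted p of 1e-05 for each of the 14.

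Between 2 probes of the same gene, time courses correlated over genes and times at r = 0.724 for 535 genes called in young kidneys and 0.524 for 524 genes called in nephritic kidneys, and for all 2382 genes with 2 probes at 0.535 in young, 0.450 in nephritic and 0.646 in nephritic kidneys without the 8 arrays. The share of calls that were higher in nephritic kidneys was 56.1% and was 60.5% by the methods' route.

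At an adjusted p of at most 0.05, 1984 genes varied with time in nephritic kidneys by the moderated F-test and 1640 by a plain test of variance per gene, on arrays alone. Both are higher than the ANOVA count quoted from the study above. The counts by cosinor (1324), by the umbrella test (1006) and with the title code as a random block (1163) were higher than it too. Without nephritic ZT4 replicate 2 the moderated F-test gave 807 genes, with the covariate for the 8 arrays 28 and without those arrays 5, each lower than the quoted count. The last leaves 4 times, for which matched young arrays gave a median of 223 (129 to 357), so fewer times and arrays lower the count as well. Genes shared by both diagnoses numbered 481 by the moderated F-test, 328 by the plain test of variance and 231 by the rank-based umbrella test, and by the moderated F-test 193 without nephritic ZT4 replicate 2, 149 with the title code as a random block, 17 with the covariate and 4 without the 8 arrays. The first is higher and the others lower than the shared count quoted above, which came from arrays and RNA sequencing together and from genes that had first passed ANOVA. Among settings not listed here, other normalizations gave 516 to 542 shared genes, other filters 374 to 548 and every probe tested 706. The covariates for array set and myeloid markers gave 604 and 468. All of these are higher than the quoted count, while cosinor (314) and a shared spread (286) gave fewer.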
